A study of Mus musculus with 94 samples.

How the data were processed

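The data are RNA sequencing profiles of 94 single basophils from the bone marrow of female C57BL/6 mice, 47 from a CD34-positive gate and 47 from a CD34-negative gate. Both gates took live lineage-negative, Sca1-negative cells that carry the high-affinity IgE receptor FcεRI. Per the labels, the design names 3 mice, single cells were placed by index sorting in the wells of a plate, and each reaction received ERCC spike-in RNA. The cDNA was made from polyadenylated RNA by a modified Smart-seq2-type protocol with 19 amplification cycles and read as 50 bp single-end reads, per the labels' protocols.

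The authors deposited one table of counts, with one column per cell. Its values are whole read counts per gene, not normalized. The table ends with the summary categories that htseq-count writes, per the file headers. The aligner, genome build, annotation and strand setting were not stated in the labels, so no coordinates are given. The table holds 46078 mouse gene identifiers, 92 ERCC sequences and 5 summary categories. Symbols were matched by identifier to a separate name table, which covered 45143 of the identifiers. The 935 others held 0.281% of gene reads. Overlapping and antisense genes are uncertain, since the strand setting is not known.

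Of all reads in the table, 32.4% were assigned to genes, 3.97% to ERCC sequences, 7.68% to more than 1 gene (ambiguous), 33.0% to no annotated gene and 22.9% were not aligned. The categories for reads aligned to several places and for low alignment quality held 0%. Only gene reads entered library sizes. ERCC reads entered only where named.

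Cells were kept with at least 50000 gene reads, at least 1000 genes with a read, mitochondrial genes under 20% of gene reads, and ERCC reads under 50% of gene plus ERCC reads. This kept 92 cells, 46 per gate, and left out 2. No 2 cells had identical columns, and the highest correlation between 2 cells was 0.761. Cells were sorted singly, so no doublet caller was run and no cells were clustered. The cell types are those of the sort labels.

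The labels do not say which mouse a cell came from, so each gate counts as 1 sample. No test was run, and no p-value, standard error or count of changed genes is given. Reads were summed over the kept cells of a gate and divided by the gate total to give CPM (counts per 1e6 gene reads). A log2 fold is the log2 ratio of CPM plus a pseudocount of 1 CPM, CD34-positive over CD34-negative. Sums have exact Poisson 95% intervals, and shares of cells have exact Clopper-Pearson 95% intervals. Intervals of log2 folds set the upper bound of one gate against the lower bound of the other. Ratios of reads without a pseudocount have exact conditional 95% intervals for Poisson counts. Medians over cells and over the genes of a list have 95% intervals from order statistics. A list interval treats the genes as independent and does not cover differences between cells. The reads carry no molecular identifiers, so intervals on reads cover counting error only, and none covers differences between mice. An SD over cells is the spread from cell to cell. Where a gate had 0 reads, a ratio was computed with a floor of 3 reads over the gate.

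Detection per cell was compared after drawing 200000 gene reads from each cell without replacement, and all 92 kept cells were deep enough. ERCC species per cell were counted after drawing 10000 ERCC reads. Correlations and list medians used the 12460 genes with reads in at least 10 kept cells.

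The following were fixed before the data were examined: the cell filter, the gene lists, the rule for naming genes, and the alternatives except 3 named below. The naming rule took genes with reads in at least 10 kept cells and at least 10 CPM in a gate. They were ranked by the smallest absolute log2 fold among 3 versions, which were summed reads, the mean of per-cell CPM, and summed reads without the cell holding most reads of the gene. Genes whose versions differed in sign were left out. The top 10 in each direction are named. Cd34, members of the lists and the 5 most abundant genes of each gate could be named too. The lists were basophil (22 genes), progenitor (16), S phase (42) and G2/M phase (52), with check lists for mast cell (9), neutrophil (8), erythroid (8), B cell (7), eosinophil (7), monocyte and dendritic cell (6), megakaryocyte (4) and Y-linked genes (4). The median of a list is set beside 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these libraries.

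The alternatives were no cell filter, a stricter filter (200000 gene reads and 2000 genes), mean per-cell CPM, scran size factors, edgeR TMM factors, scaling without mitochondrial genes, scaling by ERCC reads, pseudocounts of 0.1 and 10 CPM, leaving out the cell with most reads of each gene, other filters on low genes, other depths of drawing, and detection at 10 reads. Those added after the data were seen were scaling without 2 abundant genes of the ribosomal RNA locus, the use of cells numbered 7 to 42 only, and leaving out each cell in turn. The versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 (TMM factors only) and scran 1.30.0.

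The calculations were tested on simulated counts for the comparison of the gates, drawn for all 46078 genes from the real means and library sizes. A set of 200 genes, drawn from the more abundant ones only, was changed by a log2 fold of 2 in either direction. Over the 12460 genes that entered the step, the raised genes came back with a median log2 fold of 2.01 and the lowered ones with -1.94, and 200 of the 200 had the right sign. Of 200 lists of unchanged genes, 8 fell outside the central 95% of random lists. The noise was drawn for each gene independently, so changes in genes with few reads and lists of co-expressed genes were not tested.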

Results

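The study profiled single basophils from mouse bone marrow. Basophils are granulocytes that bind IgE through FcεRI. The cells were sorted by CD34, a surface protein of blood stem and progenitor cells, into a CD34-positive and a CD34-negative gate with 47 cells each. The comparison implied by the design is how the transcriptomes of the 2 gates differ.

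Gene reads per cell in the CD34-negative gate ranged from 24565 to 938322, with a median of 735777 over 47 cells. The median in the CD34-positive gate was 622881, with a lowest value of 31504. In each gate 1 cell had under 50000 gene reads and was left out, cell 20 of the CD34-negative and cell 3 of the CD34-positive gate. The 46 kept CD34-negative cells held 33444417 gene reads and the 46 kept CD34-positive cells 30031728. Since cells could not be assigned to mice, the differences below have no replicate check.

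Cd34 (ENSMUSG00000016494) was examined first, as a check of the sort. It had 7 reads in the CD34-negative gate, or 0.209 CPM (0.0842 to 0.431). In the CD34-positive gate it had 1799 reads, or 59.9 CPM (57.2 to 62.7). The log2 fold was 5.65, with a counting interval of 5.34 to 5.88. The alternative that moved it most was a pseudocount of 10 CPM, at 2.78. At 200000 gene reads per cell, a Cd34 read was found in 1 of 46 CD34-negative cells, or 2.17% (0.0550% to 11.5%). The share was 27 of 46 cells, or 58.7% (43.2% to 73.0%), in the CD34-positive gate. Before drawing to a fixed depth these were 4 and 28 cells.

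The complexity of the transcriptomes was compared at a fixed depth. At 200000 gene reads, the CD34-negative cells had a median of 4510.5 genes with a read (interval 4214 to 4719), and the CD34-positive cells 6533.5 (6183 to 6976). The difference of 2023 genes was larger than the cell-to-cell SD of 921 in the CD34-negative and 1033 in the CD34-positive gate. Without drawing to a fixed depth the medians were 5303.5 and 7511.5. Requiring 10 reads per gene moved the difference most, to 838. The median number of gene reads per ERCC read was 6.87 (5.65 to 8.30) in CD34-negative and 14.4 (11.9 to 17.2) in CD34-positive cells, a log2 ratio of 1.07. The median number of ERCC species found at 10000 ERCC reads was 37 in both gates.

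**Figure D1:**
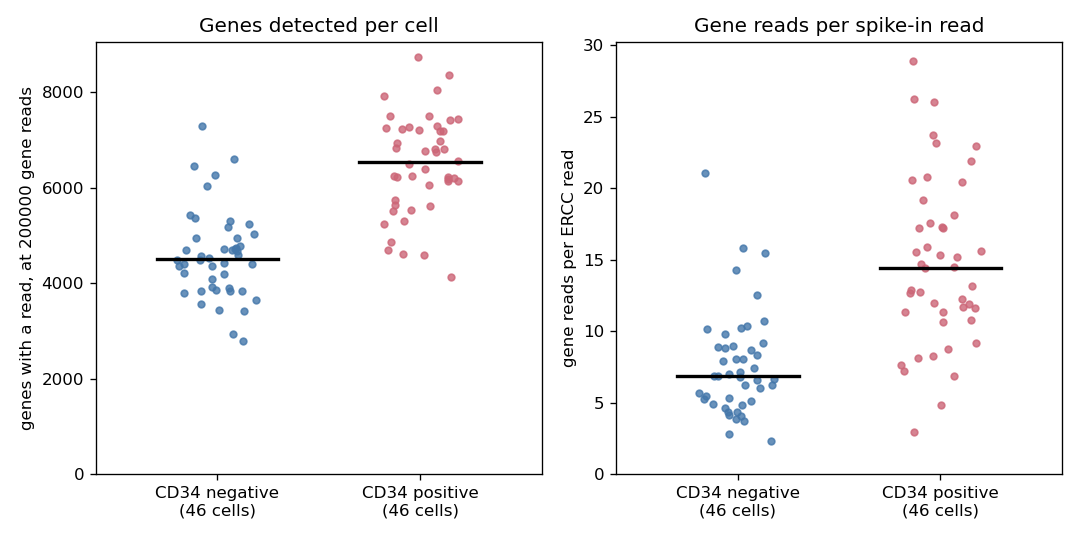
Genes with a read at 200000 gene reads (left) and gene reads per ERCC read (right) for the 46 kept cells of each gate. Each point is a cell, and the bar is the median, at 4510.5 and 6533.5 genes and at 6.87 and 14.4 reads.

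The summed profiles of the gates had a Pearson r of 0.867 and a Spearman rho of 0.866 across 12460 genes, which are not independent replicates. Restricting the genes to those with at least 10 CPM in a gate moved r most, to 0.737. The log2 folds had an SD of 1.16 and a median of 0.19, and 58.9% of genes were higher in the CD34-positive gate. This share depended on the scaling, at 49.3% with scran size factors and 87.6% with ERCC scaling. The median of all genes was -0.02 with scran size factors, 0.02 with TMM factors, 0.35 without the cell holding most reads of each gene, and 1.04 with ERCC scaling. Folds are given relative to gene reads unless ERCC scaling is named.

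**Figure D2:**
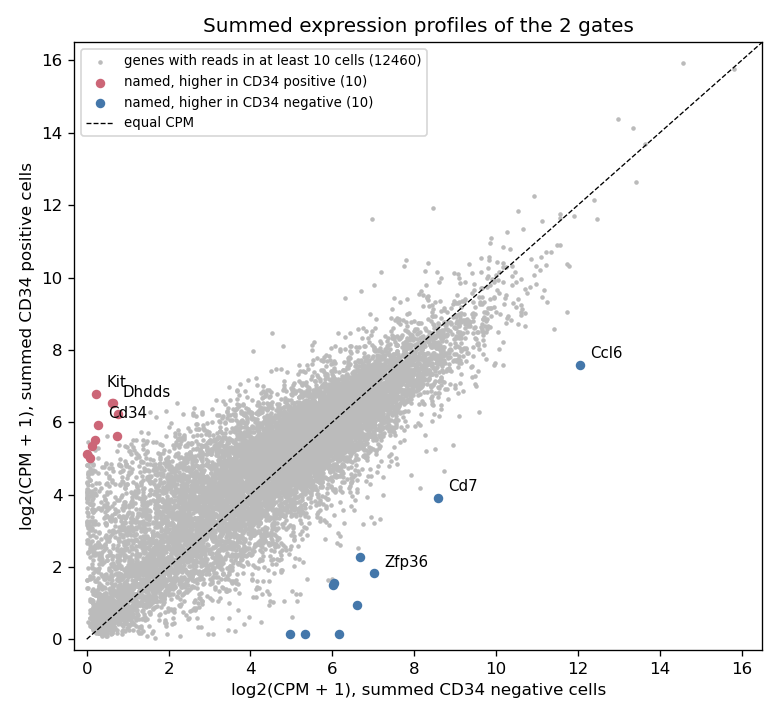
Summed expression of 12460 genes as log2(CPM + 1) in CD34-negative (x) and CD34-positive (y) cells. Grey points are genes, the dashed line marks equal CPM, and coloured points are the 20 genes named by the rule, 10 in each direction.

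The most abundant genes were shared. CT010467.1, a gene model of the ribosomal RNA locus, stood at 57298 CPM in CD34-negative and 55550 CPM in CD34-positive cells. Prss34, a protease gene of basophils, rose from 24143 to 62565 CPM, and Mcpt8, another one, from 8049 to 21224 CPM. The medians over cells lay further apart, at 6161 and 59397 CPM for Prss34 and at 2539 and 18795 CPM for Mcpt8. The CD34-negative cells ranged from 17.5 to 92634 CPM for Prss34 and from 10.6 to 35141 CPM for Mcpt8. The CD34-positive cells also ranged widely, from 50.1 to 118824 CPM for Prss34 and from 13.35 to 38893 CPM for Mcpt8. Gm26917 rose from 10501 to 17934 CPM, and mt-Rnr2 was at 12697 and 13111 CPM. Actb was at 11019 CPM in CD34-negative and 6411 CPM in CD34-positive cells, a log2 fold of -0.78 that became 0.18 with ERCC scaling.

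The 10 genes named as higher in the CD34-positive gate were Kit, Lrmp, Dhdds, Cd34, Stom, Gm42991, Alg3, Slc7a4, Fpgs and Slc7a1. Kit (ENSMUSG00000005672), a receptor gene of progenitors and mast cells, had 6 reads in CD34-negative and 3279 reads in CD34-positive cells, or 0.179 and 109.2 CPM. Its log2 fold was 6.55 (6.26 to 6.74), and it was found in 1 of 46 and 25 of 46 cells at 200000 gene reads. Dhdds (ENSMUSG00000012117) rose from 0.538 to 90.6 CPM, a log2 fold of 5.90, and was found in 4 of 46 and 37 of 46 cells. Lrmp (ENSMUSG00000030263) rose from 0.568 to 91.8 CPM, a log2 fold of 5.89. Slc7a4 (ENSMUSG00000022756) had 0 reads in the CD34-negative gate and 1009 in 10 cells of the CD34-positive gate. With a floor of 3 reads over the CD34-negative gate, the ratio was 374.55. The counting interval of 0 reads reaches 3.69 reads, so a lower ratio is not excluded. Fpgs (ENSMUSG00000009566) had 2 reads against 931, a ratio of 518 with a counting interval of 143 to 4287.

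The 10 genes named as higher in the CD34-negative gate were Acsbg1, Mapk12, Zfp36, Slc6a9, Cd7, Ccl6, Wdr95, F2r, Il10ra and Fat3. Ccl6 (ENSMUSG00000018927), a chemokine gene, stood at 4223 CPM in CD34-negative and 191.8 CPM in CD34-positive cells, a log2 fold of -4.45 (-4.50 to -4.41). Cd7 (ENSMUSG00000025163) stood at 385 and 13.95 CPM, a log2 fold of -4.69, and was found in 32 of 46 and 5 of 46 cells at 200000 gene reads. Zfp36 (ENSMUSG00000044786) stood at 128.8 and 2.53 CPM, a log2 fold of -5.20. Acsbg1 (ENSMUSG00000032281) had 2358 reads in 8 CD34-negative cells against 3 reads, a ratio of 706 with a counting interval of 241 to 3425. Of the reads of Fat3, 42.03% came from 1 cell, and its log2 fold was -4.83 with that cell and -4.10 without it.

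The lists fixed in advance were compared next. Of the 22 basophil genes, 16 were lower and 6 higher in the CD34-positive gate, with a median log2 fold of -1.10 (-1.50 to 0.08). Among 10000 random lists this median was at percentile 0, and the central 95% of their medians ran from -0.70 to 0.13. With ERCC scaling the list median was -0.15. Ccl4 had the lowest fold, at -3.38, followed by Ccl3 at -2.57, Osm at -2.46 and Il18r1 at -2.33. Mcpt8 at 1.40, Prss34 at 1.37 and Cpa3 at 1.33 were the highest, and since these genes are abundant the sum over the list rose from 55873 to 103064 CPM. Gata2 had a log2 fold of -0.59, which became 0.38 with ERCC scaling. Fcer1a, which encodes a chain of the receptor used for sorting, stood at 3012 and 3185 CPM. Its log2 fold of 0.08 changed sign under 3 alternatives.

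Of the 15 progenitor genes used, 13 were higher in the CD34-positive gate, with a median log2 fold of 2.58 (0.48 to 4.12) at percentile 100 of the random lists. Kit was highest, and Mpo rose from 125.2 to 3119 CPM (log2 fold 4.63) and Ctsg from 351 to 3859 CPM (3.46). Among CD34-negative cells, numbers 36 and 25 had the highest Mpo levels, at 2114 and 1655 CPM, which raised the sum of that gate. Itgb7 at -1.51 and Lmo2 at -0.34 were lower. The alternative that moved this median most was ERCC scaling, at 3.54.

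Cell cycle genes were higher in the CD34-positive gate. Of the 41 S phase genes used, 40 were higher, with a median log2 fold of 1.99 (1.55 to 2.29). Of the 50 G2/M genes used, 49 were higher, with a median of 1.81 (1.63 to 2.20). Both medians were at percentile 100 of the random lists. The exceptions were Rfc2 and Lbr, and with ERCC scaling both were higher in the CD34-positive gate, at 0.55 and 0.32. Cells 25 and 36 of the CD34-negative gate weighed on this, and the G2/M median was 2.42 without cell 25 and 2.58 without cell 36. At 200000 gene reads, CD34-negative cells had 9.59 ± 8.94 (SD, n = 46 cells) G2/M genes with a read, and CD34-positive cells 22.85 ± 12.997 (SD, n = 46 cells). The difference of 13.3 genes was about as large as the cell-to-cell SD of the CD34-positive gate. More genes of any kind were found per CD34-positive cell at this depth, which would raise this count too. The medians over cells of the G2/M list CPM were 1153 in CD34-negative and 2301 in CD34-positive cells. At least 40 of the 52 genes were found in 2 of 46 CD34-negative cells, or 4.35% (0.531% to 14.8%), and in 7 of 46 CD34-positive cells, or 15.2% (6.34% to 28.9%). These intervals overlap. The 2 CD34-negative cells held 41.8% of the G2/M list reads of their gate.

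**Figure D3:**
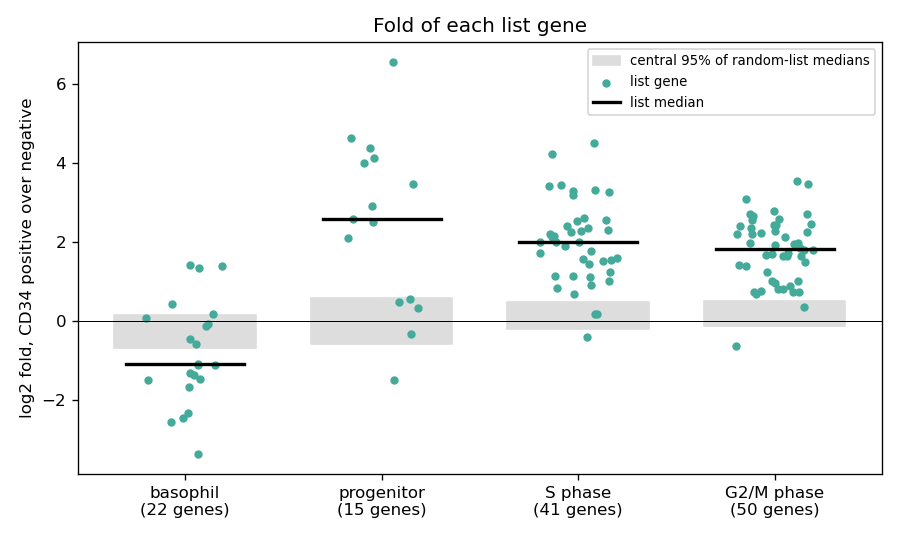
The log2 fold of each list gene, CD34-positive over CD34-negative, for the basophil (22), progenitor (15), S phase (41) and G2/M (50) lists. Black bars are list medians at -1.10, 2.58, 1.99 and 1.81, and grey bands hold the central 95% of random-list medians.

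**Figure D4:**
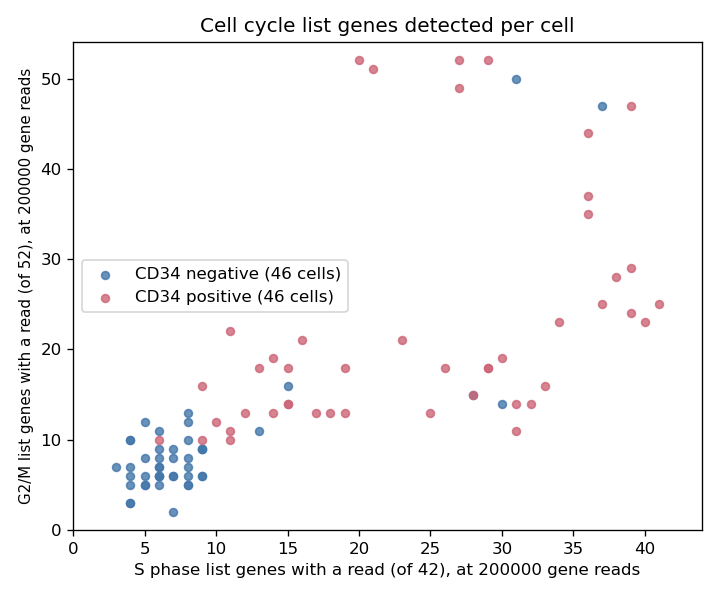
S phase list genes (x) against G2/M list genes (y) with a read in each cell at 200000 gene reads, coloured by gate, with 46 cells each. Of the CD34-negative cells, 2 had 50 and 47 G2/M genes, and the third-highest had 16.

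The check lists were low except for single genes. The mast cell list summed to 1.02 and 7.86 CPM in CD34-negative and CD34-positive cells, the neutrophil list to 19.7 and 71.2 CPM, mostly Lcn2, and the erythroid list to 0.867 and 24.2 CPM, mostly Klf1. The B cell list summed to 78.0 and 72.1 CPM, with a median log2 fold of -0.13 over 4 genes. The eosinophil list summed to 76.7 and 112.3 CPM. Its main member Siglecf fell from 76.5 to 60.3 CPM, and the higher sum came from Prg2, at 48.0 CPM in the CD34-positive gate with 96.5% of its reads in 1 cell. In the mast cell list, Tpsab1 made up 4.99 CPM, with 99.3% of its reads in 1 cell. The monocyte and dendritic cell list fell from 560 to 70.2 CPM, mostly through Ccr2, with a median of -1.14 over 3 genes. The megakaryocyte list summed to 1444 and 932 CPM, nearly all Itga2b, whose log2 fold of -0.63 became 0.33 with ERCC scaling. Y-linked genes had 7 reads and 1 read in all.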

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

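Each test in this part was chosen after the values were seen. The results concern cells and reads that the comparisons do not use.

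Cell 3 of the CD34-positive gate was left out for its 31504 gene reads. Drawn to 24000 gene reads, it had 4618 genes with a read. The 46 kept CD34-positive cells had a median of 4304.5 at that depth, with a range of 2720 to 5585. The test could have shown fewer genes than in each kept cell and did not, so an intact library of which few reads were sequenced is a possible explanation. No biological explanation was tested.

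Cell 20 of the CD34-negative gate was left out for its 24565 gene reads. At 24000 gene reads it had 1474 genes with a read, below the lowest kept CD34-negative cell, at 1907. Of its reads 67.7% were not aligned, against at most 32.8% in the kept cells of its gate. These values argue against an intact library that was only sequenced less. Little RNA in a well with the usual spike-in would lower the gene reads per ERCC read. They were 16.1, against a median of 6.87 in the kept cells of the gate, of which 1 was higher, and this argues against it. The cell had 1529 ERCC reads, against at least 30439 in those kept cells. A loss of both cell and spike-in RNA stays open. Damage to the cell alone would not lower the ERCC reads, so a damaged cell stays open only beside such a loss. For this cell too, no biological explanation was tested.

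Reads assigned to more than 1 gene stand outside the gene counts. As a share of gene plus ambiguous reads they reached 49.04% in cell 1 of the CD34-positive gate, where the median of the kept cells was 19.1%. Among kept cells the median was 36.4% in CD34-positive cells numbered 1 to 6, 18.9% in those numbered 7 to 42 and 15.3% in those numbered 43 to 47. In the CD34-negative gate the same blocks had medians of 19.0%, 15.6% and 27.1%. A candidate explanation is reads of the ribosomal RNA locus, where gene models overlap. Across kept libraries the ambiguous share rose with the CPM of CT010467.1, with a Spearman rho of 0.889 (Pearson r 0.899, 0.852 without the 2 farthest libraries) in the CD34-negative gate. In the CD34-positive gate rho was 0.846 (r 0.851, 0.754 without the 2 farthest). Low RNA input is another. Gene reads per ERCC read had a rho of -0.0319 with the ambiguous share in the CD34-negative gate (r -0.167, -0.131 without the 2 farthest). In the CD34-positive gate it had a rho of -0.480 (r -0.514, -0.521 without the 2 farthest), so this one stays open. No p-value is given, since the cells share mice that the labels do not assign. The place of a numbered cell on the plate was not analysed here.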

How the results depend on the processing

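The choices added after the data were seen were scaling without CT010467.1 and Gm26917, the use of cells numbered 7 to 42, and leaving out each cell in turn. The cause of the changes below was not tested, except where the construction of the alternative shows it. No paired analysis was possible because the numbers in the titles only name cells, cells with the same number in both gates are different cells, and no result comes from a test.

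Among the alternatives run for them, the Cd34 fold and share, the 4 main list medians, the profile correlation, the genes and G2/M genes per cell and the gene reads per ERCC read kept their direction. The median fold of all genes did not, at 0.19 and at -0.02 with scran size factors, where 49.3% of genes were higher in the CD34-positive gate in place of 58.9%. The check lists, Lmo2, CT010467.1, Gm26917 and mt-Rnr2 were not followed through the alternatives. With ERCC scaling, the log2 fold of Cd34 was 6.29, the S phase median 2.93 and the G2/M median 2.76, while the median of all genes moved to 1.04. That scaling also changed the sign of Actb (0.18), Tmsb4x (0.10), Malat1 (0.76), Itga2b (0.33), Lbr (0.32), Rfc2 (0.55) and Gata2 (0.38), which is what a common shift does to genes with small negative folds. Tmsb4x and Malat1 were chosen after their values were seen. Fcer1a changed sign with mean per-cell CPM (-0.0019), scran size factors (-0.21) and TMM factors (-0.13).

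A pseudocount of 0.1 CPM gave a Cd34 fold of 7.60 and a profile correlation of 0.852. One of 10 CPM gave 2.78 and 0.879, an S phase median of 1.50 and a G2/M median of 1.34. TMM factors gave a G2/M median of 1.62. Cells numbered 7 to 42 alone gave 1.54 for S phase, 1.33 for G2/M and 0.858 for the correlation. The correlation was 0.892 without the cell holding most reads of each gene, 0.946 with no filter on low genes and 0.737 at 10 CPM or more in a gate. Requiring 10 reads per gene lowered the difference in genes per cell to 838 and in G2/M genes per cell to 9.65.

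Leaving out each cell in turn gave a range of 1.88 to 2.36 for S phase, 1.64 to 2.58 for G2/M, 0.855 to 0.869 for the correlation, 5.42 to 5.76 for Cd34, -1.15 to -0.86 for the basophil and 2.54 to 2.74 for the progenitor list. The highest S phase and G2/M medians and the lowest correlation came without cell 36 of the CD34-negative gate.

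The absolute log2 folds of the 20 named genes ran from 1.996 to 8.61 over the alternatives. The naming rule chose them for large folds with one sign in 3 versions, so that their kept direction is no check of its own. Besides Cd34, whose values are given above and are not counted here, 41 single genes were followed. Of their 451 alternative values 249 stayed within the counting interval, 192 left it with the same sign and 10 changed sign. The stricter cell filter kept the same 92 cells, tests nothing and is left out of these counts. Depth limits the low genes most, since several named genes rest on 0 to 3 reads in one gate.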

Other observations

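The difference in genes per cell at 200000 gene reads was planned, while its reading as a test of sequencing depth and each other test in this part were chosen after the result was seen, as were the genes Xist, Malat1, Neat1 and Kcnq1ot1 and the thresholds of 50 and 100 CPM.

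More genes were found per CD34-positive cell. The difference of 2023 genes at 200000 gene reads argues against sequencing depth as its cause. The kept CD34-negative cells, with fewer genes, were sequenced deeper, at a median of 737059 gene reads against 633178 in the CD34-positive gate. The mean number of ERCC species at 10000 ERCC reads differed by 0.326, less than the cell-to-cell SD of 2.66 and 2.70, which leaves open a small difference in the efficiency of reverse transcription and amplification. A larger amount of RNA per CD34-positive cell may add to the difference. The median gene reads per ERCC read, at 14.4 against 6.87, go with it. The CD34-negative cells with the lowest and highest such ratio, at 2.34 and 21.1, had 2927 and 7299 genes. Those of the CD34-positive gate, at 2.93 and 28.9, had 4121 and 7923. No correlation was computed, and the spike-in amount per well was not checked against another measure, so this stays open.

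Cells 25 and 36 of the CD34-negative gate had reads of 50 and 47 of the 52 G2/M genes. Reads carried over from other wells could have given such a pattern only at low levels. The G2/M list held 22217 CPM in cell 25 and 15703 CPM in cell 36, against a median of 2301 CPM in CD34-positive cells. The highest CD34-positive cell held 28339 CPM, and 3 and 6 CD34-positive cells stood above cells 25 and 36. Both levels lay among those of the highest CD34-positive cells, which argues against carry-over at low levels. A CD34-positive cell in the wrong well stays open. The 2 cells had 0 and 1 Cd34 read, but 19 of 46 CD34-positive cells also had at most 1. A pair of cells in one well stays open too. Gene reads per ERCC read were 21.1 and 14.3. The first is the highest of the 46 kept CD34-negative cells, whose median was 6.87, while CD34-positive cells reached 28.9. Dividing CD34-negative basophils are a further, untested hypothesis.

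The 6 CD34-negative cells with most S phase genes were numbered 25, 28, 31, 32, 34 and 36. They had 31, 28, 15, 30, 13 and 37 of the 42 genes at 200000 gene reads. The next cell had 9. The 6 cells had 636 to 2672 CPM of Ctsg and 57184 to 92634 CPM of Prss34. The medians of these genes were 4.45 and 6161 CPM in the CD34-negative and 3514 and 59397 CPM in the CD34-positive gate. Cell 44, outside the 6, also had 1418 and 83750 CPM. The 6 cells had 0 Kit reads and at most 2 Cd34 reads. CD34-positive cells in the wrong wells stay open here too. An effect of position or order common to both gates would raise CD34-positive cells of the same numbers. Their median was 22.5 for numbers 25 to 36 and 25.5 for the others, a difference of -3 against an SD of 10.5, too small to decide. An effect within the CD34-negative gate alone, such as the mouse, could not be tested, since the labels do not give it.

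Xist, the RNA that coats the inactive X chromosome, was higher in the CD34-positive gate (1481 against 3652 CPM, log2 fold 1.30). A larger share of nuclear RNA could raise it. The nuclear RNAs Malat1, Neat1 and Kcnq1ot1 had log2 folds of -0.21, -1.35 and 1.17, with a median of -0.2086. They moved both ways, which decides nothing.

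In 6 of 46 CD34-negative cells and 0 of 46 CD34-positive cells, Xist stood under 50 CPM. Cell 3 had 0 reads, cell 14 had 9.84 CPM, cell 16 had 34.4 CPM, cell 18 had 8.26 CPM, cell 21 had 4.72 CPM and cell 22 had 26.6 CPM. The next CD34-negative cell had 163 CPM, and the lowest CD34-positive cell 248 CPM. Male cells would carry Y-linked reads in each cell, and the 6 cells held 1 Y-linked read in all, which argues against a male source. A loss of nuclear RNA would lower Malat1 as well. It stood at 59.6% of the gate median in the lowest of the 6 cells, while Xist stood at most at 2.60%, which argues against that cause. Other technical causes were not tested, and neither was loss of an X chromosome. That part of the CD34-negative cells may lack Xist is a hypothesis found and tested on the same data.

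Ctsg and Ccl6 were seldom found together at 100 CPM or more in CD34-negative cells. Both reached it in 8 of 46 cells, Ctsg alone in 11, Ccl6 alone in 25 and neither in 2. Independence would give 13.6 cells with both. In the shallowest cell below 100 CPM of Ccl6 that level stands for 61.3 reads, and in the shallowest of the 27 cells below 100 CPM of Ctsg for 26.3 reads, which argues against low sequencing depth as the cause. In the CD34-positive gate Ctsg reached 100 CPM in each of the 46 cells and Ccl6 in 7. One hypothesis is that CD34-negative cells differ in maturity, which was not tested.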
